A study of Homo sapiens with 15 samples.

How the data were processed

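Gene expression and guide identity were measured in single droplets of TeloHAEC and Eahy926 cells that carry pooled CRISPR interference guides. Per the labels' protocols, the cells express a doxycycline-inducible dCas9-KRAB, the guides sit in a CROP-seq vector, and libraries were made with 10x Genomics 3' V3 chemistry. Doxycycline was given at 1 ug/ml, with 15 ug/ml blasticidin. The series design gives 5 days of doxycycline and the treatment protocol gives 7 days, and which of these holds is not given in the sources used here. The 15 samples form 5 lanes: Eahy926 with the 50-gene library at 150000 cells (3 technical libraries combined by the authors) and at 16000 cells, TeloHAEC with the 50-gene library at 150000 cells, and TeloHAEC with the 200-gene library in 2 lanes of 150000 cells. The 200-gene library holds 4795 guides, of which 400 are controls (200 negative-control and 200 safe-targeting), against 298 targets with a median of 15 guides, and 12 of these targets are enhancers. The 50-gene library holds 168 guides, 9 of them controls, against 53 targets with 3 guides each.

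The matrices hold UMI counts per gene and droplet for 33538 genes, made by the authors with Cell Ranger 3.0.2 for the Eahy926 lane at 150000 cells and 3.1.0 for the others, per the file headers. The droplets listed are those the authors kept. The guide calls come from amplified guide transcripts matched to droplet barcodes, per the labels' protocols, and the thresholds of those calls are not given in the sources used here. The submitters' processing notes name the genome build hg19, while 99.8% of the gene identifiers are those of GENCODE v29 on GRCh38, so no coordinates are used here. The deposited table for the 200-gene library gives log2 fold changes and a p-value per target and gene, made with edgeR per the submitters' processing notes. Its p-value was taken as unadjusted and adjusted here by the Benjamini-Hochberg method.

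UMI counts were summed per target and lane over droplets with 1 called guide, and control droplets were summed in the same way. Targets with at least 20 such droplets in each lane were tested, which left 269 targets in TeloHAEC with the 200-gene library and 50 in Eahy926. The median was 91 droplets per target over both 200-gene lanes and 477 in Eahy926. Lane depth ran from 82030144 to 356387958 UMIs, and the median per droplet from 3228 UMIs in TeloHAEC with the 50-gene library to 15691 in Eahy926 at 16000 cells. Genes with a mean of at least 10 CPM were tested, and a target's own gene was kept at any level. Sums were scaled by TMM and tested with the edgeR quasi-likelihood F test, with lane as a block, in alphabetical sets of about 15 targets with the controls. P-values were adjusted by the Benjamini-Hochberg method within each target, and those of own genes apart, at a threshold of 0.05. Errors given as SE are those of the fitted log2 fold change. Counting intervals are exact Poisson 95% intervals, and expected counts are the control counts scaled to the depth of the target's sums. Levels against sums with no count use a floor of 3 counts over the summed lanes. The exact interval of a sum with no count reaches above this floor, so the fold at the limit of that interval is smaller.

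Effects in TeloHAEC and Eahy926 with the 50-gene library were compared by an interaction term in 1 edgeR fit of 3 lanes, in which the single TeloHAEC lane is assumed to vary like the Eahy926 lanes. The lines were compared at baseline from control-guide droplets of 3 TeloHAEC and 2 Eahy926 lanes. For 29 lists of pathways, complexes and cell type markers, written before the data were examined, the camera test of limma was run on moderated z values, with a preset correlation of 0.01 between genes and again with an estimated correlation, for lists with at least 5 measured members. Agreement of effects was the Pearson correlation across genes between lanes, with 10 CPM added before the log. Which genes neighbour each other was read from the RefSeq annotation of GRCh38.p14. The loadings were compared without a test, since there is 1 lane of each.

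The genes named were set by a rule made before the data were examined, as were the comparisons and the alternatives unless the text says otherwise. Own genes named are the 10 with the largest drops per library and line and the 5 with the smallest drops among those with at least 20 control CPM. For the 5 targets with the most changed genes in TeloHAEC and the 3 in Eahy926, the 5 genes with the largest rise and the 5 with the largest fall that passed and moved the same way in both lanes are named. Between the lines, the 10 effects with the smallest p and, at baseline, the 10 genes per line with the largest differences, a mean of at least 50 CPM and lanes that do not overlap are named. Lists that passed for these targets are given with up to 4 members of large change, and target genes that stand in a list may be named with it. Some targets, genes and lists that this rule selects are not reported here.

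The tests were tested on simulated data with changes of known size. The spread between sums was set (dispersion 0.01, and 0.05 for baseline lanes) and not estimated from these data. In each simulation of guides 1 target other than RUVBL2 was changed, so the shares hold for these settings only. With the 200-gene library the tests recovered 98% of changes of 2 on the log2 scale, 50% of changes of 1, 18% of changes of -1 and 46% of changes of -2, and in Eahy926 100%, 86%, 70% and 98%. For line differences these shares were 86%, 30%, 22% and 40%, and at baseline 100%, 48%, 40.5% and 100%. Alternatives were median-ratio size factors of the DESeq2 kind, the DESeq2 Wald test, limma-voom, no CPM filter, no lane block, each target fitted alone, adjustment over all pairs together, at least 50 droplets per target and lane, droplets with 1 to 3 guides, leaving out the top 10% of droplets by UMIs, either kind of control guide alone, and leaving out each lane. The size factors were computed in edgeR and used with its test or with limma, and the Wald test used the TMM scaling. Droplets with no guide or several guides were not used here outside these alternatives. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.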

Results

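Expression was measured by droplet single-cell RNA sequencing in human endothelial cell lines that carry a doxycycline-inducible dCas9-KRAB repressor. Pooled guide RNAs directed this repressor to gene promoters, an approach called CRISPR interference. TeloHAEC is an aortic endothelial line immortalised with telomerase. Eahy926 is a fusion of umbilical vein endothelial cells with the A549 lung carcinoma line. The 15 samples were 7 expression libraries and 8 libraries of amplified guide transcripts, which link droplet barcodes to guides, and they came from 5 lanes. A library of 50 target genes with 3 guides each was used in both lines, and a library of 200 target genes with about 15 guides each was used in TeloHAEC. The series was a pilot, made to choose conditions for a larger screen of coronary artery disease genes.

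The Eahy926 lane loaded with 150000 cells held 40884 droplets and 356387958 UMIs, of which 23387 droplets (57.2%, exact binomial 95% interval 56.7 to 57.7) carried 1 called guide. The Eahy926 lane loaded with 16000 cells held 5228 droplets and 82030144 UMIs, with 2711 droplets of 1 guide (51.9%). The TeloHAEC lane with the 50-gene library held 57617 droplets and 215491410 UMIs, with 18345 droplets of 1 guide (31.8%). The TeloHAEC lanes with the 200-gene library held 25818 and 34045 droplets, with 224679565 and 199181951 UMIs, and 47.5% of the droplets in each had 1 guide. Only droplets with 1 guide entered the comparisons, and control droplets carried negative-control or safe-targeting guides. The labels give the 200-gene lanes as biological replicates. The Eahy926 lanes differ in loading, so p-values there measure the spread between these lanes.

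In TeloHAEC with the 200-gene library, the guides lowered most of the genes they were aimed at. Of 153 targets whose own gene had at least 20 CPM (UMI counts scaled to library size) in control droplets, 113 (73.9%) fell at an adjusted p under 0.05, and 1 rose. The median remaining level of these 153 genes was 42.1% of control (quartiles 25.4% to 58.0%). TEK, the receptor of angiopoietins, had 2 counts where 27.4 were expected (ratio 0.073, counting interval 0.0089 to 0.26). NOS3, the endothelial nitric oxide synthase, fell by 3.35 on the log2 scale (SE 0.48). CCL2, a monocyte-attracting chemokine, fell by 2.66 (SE 0.33), CAV2, a caveolin, by 2.64 (SE 0.29) and ESAM, an adhesion molecule of endothelial junctions, by 2.26 (SE 0.20). These 5 well-measured genes were chosen after their values were seen.

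The 10 largest drops in this library were all genes with no count in droplets with their guides. Against a floor of 3 counts over both lanes, CCNB1, a mitotic cyclin, was at least 4.48-fold lower and CAMK1 at least 3.01-fold lower. PPP1R16B was at least 2.56-fold, ITGB3 at least 2.44-fold, FADD at least 1.80-fold, PRKD1 at least 1.60-fold, SIRT1 at least 1.499-fold, STAT5A at least 1.49-fold and VEGFC at least 1.21-fold lower. ARG2 gave no bound, with 2.50 counts expected and an adjusted p of 0.099. At the other end, BCAR1 (log2 change -0.04, SE 0.25), PRKCE (-0.03, SE 0.38), RELA (0.13, SE 0.34) and RAPGEF2 (0.70, SE 0.48) did not pass the test. EGFL7 rose and is described below with its other genes. Over all 236 own genes tested, 132 fell and 1 rose by edgeR, and 41 had no count with their guides. With limma-voom 122 fell and 20 rose.

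In Eahy926, 17 of 21 own genes at 20 CPM or more fell (81.0%), with a median of 42.1% remaining, and 31 of all 48 fell. PROCR, the endothelial protein C receptor, fell by 2.53 (SE 0.13), from 677 expected counts to 119. LRP1, a lipoprotein receptor, fell by 2.41 (SE 0.40), IL13RA1 by 2.37 (SE 0.19) and LOX, which cross-links collagen, by 2.15 (SE 0.20). ARHGAP42, EGR1, HTRA1 and COL4A2 fell to between 23.0% and 26.0% of control. NRROS and TNFRSF1B had no count, which makes them at least 1.42-fold and 1.34-fold lower over both lanes by the floor of 3 counts. Their counting intervals reach ratios of 0.86 and 0.92. NFE2L2 fell by 0.77 (SE 0.14), while VEZF1 (-0.38), ETS1 (-0.11), NBEAL1 (-0.11) and SMAD3 (-0.09) did not pass. In the single TeloHAEC lane with the same library, 21 of 27 own genes at 20 CPM or more fell, with a median of 39.3% remaining. There TGFBR1 had no count, which makes it at least 2.36-fold lower. TNFRSF1B, ARHGAP42, ARHGEF26, NRROS, GCOM1 and OR7C1 also had no count and did not pass (adjusted p = 0.062 to 0.598). ARHGEF15, IRF1 and PPARG had 2, 2 and 3 counts (ratios 0.144, 0.157 and 0.174, counting intervals 0.017 to 0.52, 0.019 to 0.57 and 0.036 to 0.51). The smallest drops were those of EIF2S1 (-0.89), ICAM1 (-0.88), BMP1 (-0.84), NBEAL1 (-0.33) and SMAD3 (0.06), none past the test. The plot of own-gene levels shows all genes at 20 CPM or more.

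**Figure D1:**
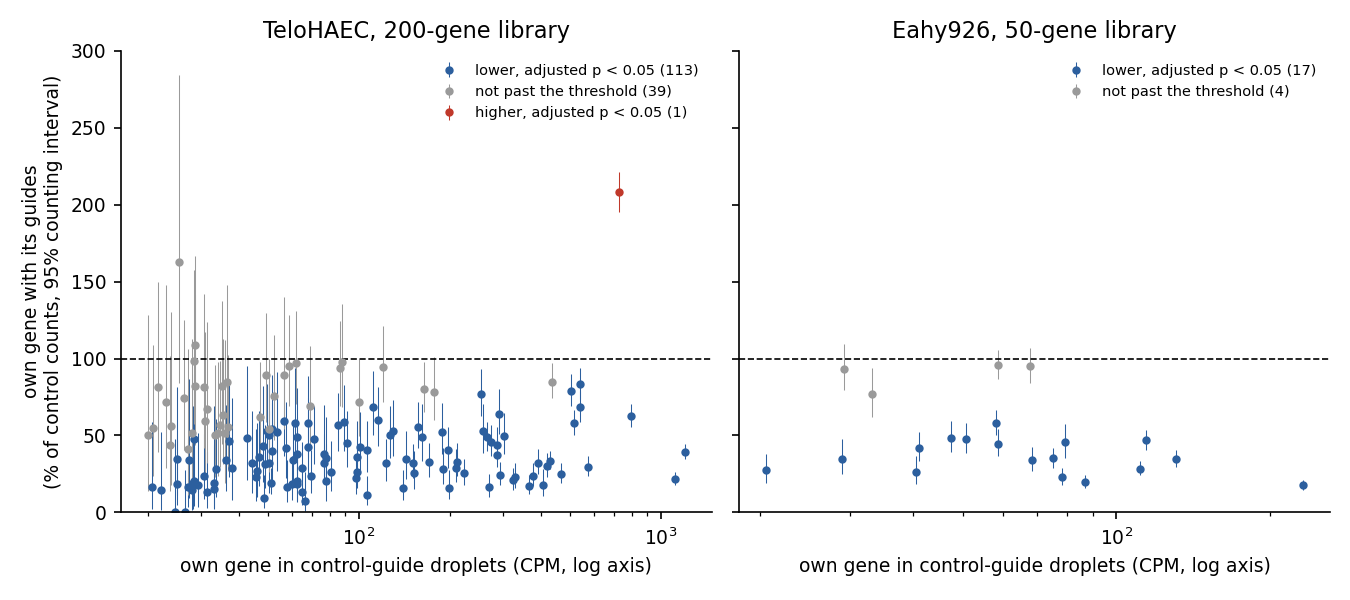
Level of each target's own gene in droplets with its guides, as percent of control counts (y axis, 95% counting interval), against its CPM in control droplets (x axis, log scale), for TeloHAEC with the 200-gene library and Eahy926 with the 50-gene library. In TeloHAEC 113 of 153 genes fell and 1, EGFL7, rose, and in Eahy926 17 of 21 fell.

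In TeloHAEC with the 200-gene library, guides against a cell cycle inhibitor, EGFL7 and junction or receptor genes changed other genes. EGFL7 guides changed 450 genes, CDKN1A guides 216, KRIT1 guides 115 and TGFBR1 guides 91. Over 269 targets with at least 20 droplets per lane, 2910 pairs of target and gene passed the edgeR quasi-likelihood test after Benjamini-Hochberg adjustment within each target, 1179 higher and 1731 lower. Of the 269 targets, 25 changed at least 10 genes and 145 changed none. With DESeq2 size factors the split was 1624 higher and 937 lower of 2561. That scaling moved the median log2 change of all genes from -0.08 to 0.00 for the median target and by over 0.1 for 87 targets. Among 13 sets of control guides treated as targets, 3 genes passed in all.

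CDKN1A (ENSG00000124762), which encodes the cyclin-dependent kinase inhibitor p21, fell by 1.57 (SE 0.12) with its own guides, to 38.3% and 28.3% of control, and its guides raised cell cycle genes. RRM2, a subunit of ribonucleotide reductase, rose 6.58-fold (log2 2.72, SE 0.25), CDK1, the mitotic kinase, 5.52-fold, the proliferation marker MKI67 5.11-fold, the thymidylate synthase gene TYMS 4.95-fold and the histone gene HIST1H4C 4.81-fold. All 16 G2/M genes rose (mean 1.74, adjusted p = 6.2e-04 with an estimated correlation), and 9 of 10 S-phase genes rose (mean 1.63, adjusted p = 5.2e-20 with an estimated correlation). ANKRD1, a target of YAP, fell by 2.14 (SE 0.59), CYB5D2 by 2.09 (SE 0.59), UCP2, a mitochondrial carrier, by 1.56 (SE 0.27), LYSMD2 by 1.55 (SE 0.42) and TRIML2 by 1.43 (SE 0.36). Of 24 extracellular matrix genes 6 fell, or 12 adjusted over the list alone (mean -0.35, adjusted p = 3.3e-03 with an estimated correlation). Of 13 mitochondrially encoded genes 7 fell, or 9 over the list alone (adjusted p = 2.3e-03 with an estimated correlation). Of the ribosomal protein genes none passed singly and 2 fell over the list alone (mean -0.10, adjusted p = 0.031 with an estimated correlation). The endothelial marker list, with 1 member that fell and 3 over the list alone, and the proteasome list, with 1 that rose over the list alone, were lost (adjusted p = 0.075 and adjusted p = 0.111 with an estimated correlation).

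EGFL7 guides raised the gene they were aimed at. EGFL7 (ENSG00000172889), which encodes a protein secreted by endothelial cells and hosts the microRNA miR-126, rose to 209% of control (log2 1.06, SE 0.07, adjusted p = 5.7e-36), with 989 counts against 475 expected. AGPAT2 (ENSG00000169692), an acyltransferase of phospholipid synthesis and the next protein-coding gene to EGFL7 in the RefSeq annotation of GRCh38, rose 10.8-fold (log2 3.44, SE 0.23), with 98 counts against 8.94 expected. Mitotic genes rose, led by ASPM and DLGAP5 (6.01-fold each), CDK1 (5.40-fold) and MKI67 (4.94-fold). All 16 G2/M genes rose (mean 1.95, adjusted p = 7.8e-04 with an estimated correlation), and 3 of 10 S-phase genes rose, or 7 adjusted over the list alone (mean 0.85, adjusted p = 5.8e-03 with an estimated correlation). CDKN1A fell by 0.89 (SE 0.12), a gene chosen after its value was seen.

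The transporter gene SLCO2B1 and the GTP-binding protein gene GTPBP2 had no count with EGFL7 guides, which makes them at least 2.60-fold and 2.38-fold lower over both lanes. PLEKHF2, TSC1, a brake on mTOR signalling, and CSF1, a macrophage growth factor, had 1 count each, with ratios of 0.094 (counting interval 2.4e-03 to 0.52), 0.098 (2.5e-03 to 0.54) and 0.11 (2.8e-03 to 0.61). Of 15 ATF4 stress-response genes 4 rose, or 5 adjusted over the list alone (mean 0.49, adjusted p = 5.0e-04 with an estimated correlation), among them the amino acid transporters SLC7A5 (1.54) and SLC7A11 (0.85) and PSAT1, an enzyme of serine synthesis (1.27). Of 41 ribosomal protein genes 38 fell, or 40 over the list alone (mean -0.31, adjusted p = 4.8e-07 with an estimated correlation). This list was lower for 248 of 269 targets with the preset correlation and for 36 with an estimated one. Its fall is thus not particular to EGFL7 guides. Of 24 extracellular matrix genes 8 fell and 1 rose, or 12 and 1 over the list alone (adjusted p = 0.049 with an estimated correlation). Further lists passed with the preset correlation only. With an estimated correlation they were the KLF2/KLF4 flow-response genes (adjusted p = 0.057), mitochondrially encoded genes (adjusted p = 0.13), endothelial markers (adjusted p = 0.153), sterol synthesis genes (adjusted p = 0.18), endoplasmic reticulum stress genes (adjusted p = 0.228) and nuclear oxidative phosphorylation genes (adjusted p = 0.283). The plot per guide shows EGFL7 above control with 6 of the 7 guides that had at least 20 expected counts.

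KRIT1 guides raised genes of the endothelial response to flow. KRIT1 (ENSG00000001631), which encodes a protein of the cerebral cavernous malformation complex, fell by 1.04 (SE 0.46, adjusted p = 0.045), with 8 counts against 16.6 expected in 60 droplets. Of 9 measured KLF2/KLF4 flow-response genes 3 rose, or 5 adjusted over the list alone (mean 0.59, adjusted p = 1.3e-08 with an estimated correlation). They included THBD, the anticoagulant receptor thrombomodulin, which rose 3.03-fold (log2 1.60, SE 0.17), and the transcription factor KLF2 (0.83). IGFBP5, an insulin-like growth factor binding protein, rose 5.78-fold (log2 2.53, SE 0.10), PTHLH, a parathyroid hormone relative, 4.89-fold, CASKIN2 3.43-fold and the protease gene ADAMTS1 2.91-fold. MRPL3 fell by 1.98 (SE 0.51). RPRD1B and FAM219B had 1 count each (ratios 0.096 and 0.098, counting intervals 2.4e-03 to 0.54 and 2.5e-03 to 0.55), MTF2 had 2 (0.154, 0.019 to 0.56) and MMP16 had 3 (0.194, 0.040 to 0.57). Of 41 ribosomal protein genes 30 fell, or 40 over the list alone (adjusted p = 7.8e-04 with an estimated correlation). Size factors moved the median change of all genes with KRIT1 guides from -0.15 to 0.01 and the mean of the ribosomal protein genes from -0.26 to -0.10. The extracellular matrix, sterol synthesis, mitochondrially encoded and nuclear oxidative phosphorylation lists were lost (adjusted p = 0.355, adjusted p = 0.385, adjusted p = 0.463 and adjusted p = 0.18 with an estimated correlation).

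TGFBR1 guides lowered targets of TGF-beta signalling. TGFBR1 (ENSG00000106799), a TGF-beta receptor, had 2 counts with its guides against 6.66 expected (ratio 0.30, counting interval 0.036 to 1.08), which did not pass (adjusted p = 0.093). Of 9 TGF-beta and SMAD targets 4 fell, or 5 adjusted over the list alone (mean -0.66, adjusted p = 3.1e-04 with an estimated correlation), among them the SMAD co-repressor SKIL (-1.35), the collagen gene COL4A1 (-0.80) and CTGF (-0.73). LAMB3, a laminin chain, rose 3.69-fold (log2 1.88, SE 0.41), BAALC 3.14-fold, the leukotriene receptor LTB4R 2.80-fold, the interleukin receptor IL1R1 2.54-fold and CLU, an extracellular chaperone, 2.50-fold. LYSMD2 fell by 2.05 (SE 0.57), MTA1 by 1.79 (SE 0.42) and TGFBRAP1, a TGF-beta receptor partner, by 1.56 (SE 0.43), while ADTRP had 1 count (ratio 0.089, counting interval 2.2e-03 to 0.49) and CDC42EP1 had 2 (0.152, 0.018 to 0.55). Of 41 ribosomal protein genes 9 fell, or 38 over the list alone (adjusted p = 7.6e-04 with an estimated correlation). The extracellular matrix list, with 8 genes that fell, was lost (adjusted p = 0.073 with an estimated correlation), as were the NF-kB list, in which ICAM1 rose by 1.17 (adjusted p = 0.174), and the oxidative phosphorylation list (adjusted p = 0.425 with an estimated correlation).

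Over all 269 targets, 785 of 6452 pairs of target and list passed with the preset correlation, 112 higher and 673 lower. With an estimated correlation 88 passed, 22 higher and 66 lower, and 36 of them were cytosolic ribosomal protein genes. With the preset correlation that list was lower for 248 of the 269 targets. Its fall is thus not particular to CDKN1A, EGFL7, KRIT1 or TGFBR1 guides. With size factors 425 passed, 208 higher and 217 lower.

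**Figure D2:**
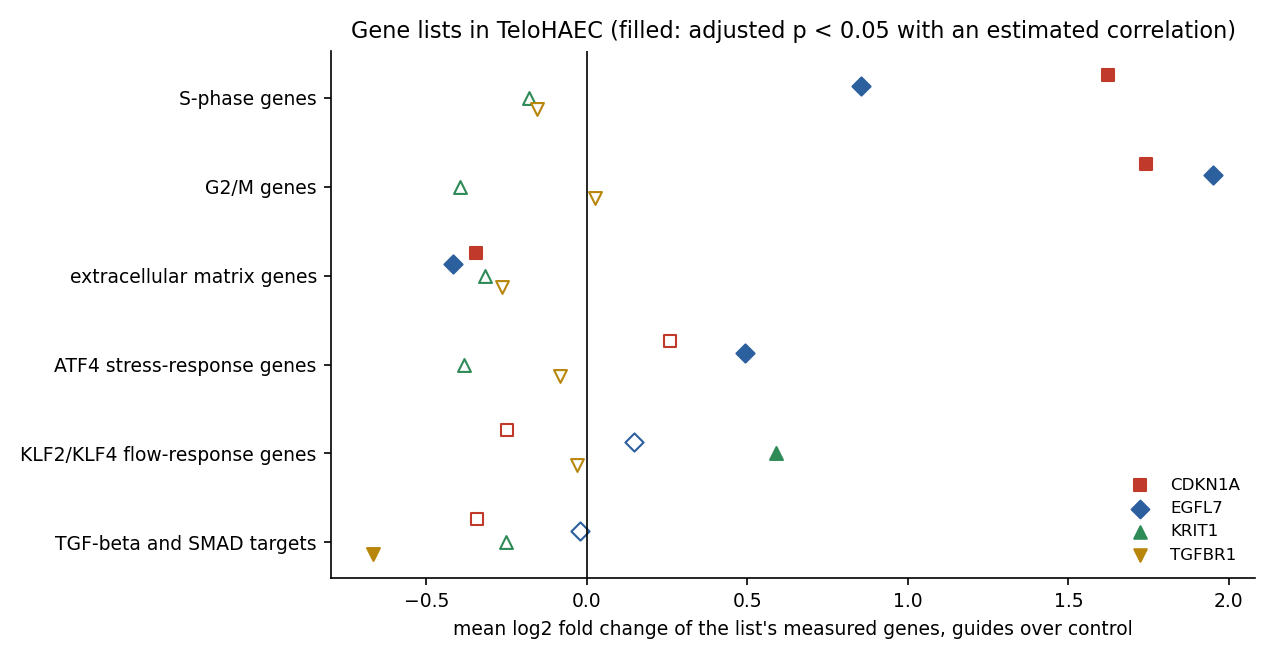
Mean log2 fold change (x axis) of the measured genes of 6 lists in TeloHAEC droplets with guides against CDKN1A, EGFL7, KRIT1 or TGFBR1, with filled symbols where the adjusted p with an estimated correlation was under 0.05. The G2/M genes lie at 1.74 and 1.95 with CDKN1A and EGFL7 guides, and the flow-response genes at 0.59 with KRIT1 guides.

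In Eahy926, RUVBL2 guides changed the most genes and guides against translation factors raised stress genes. RUVBL2 (ENSG00000183207), an ATPase of chromatin remodelling and chaperone complexes, fell by 1.15 (SE 0.18), and its guides raised 199 genes and lowered 523. SNHG7, a small nucleolar RNA host gene, rose 2.50-fold (log2 1.32, SE 0.09), AADAC, an arylacetamide deacetylase, 2.60-fold, EPB41L4A-AS1 2.43-fold, GABARAPL1, an autophagy protein, 2.37-fold and BFSP1 2.36-fold. DDX20, an RNA helicase of the SMN complex, fell by 1.81 (SE 0.52), DTX3L by 1.73 (SE 0.48), STIL, needed for centriole duplication, by 1.29 (SE 0.45) and NAGLU by 1.25 (SE 0.33). Of 25 proteasome genes 17 fell, or 19 adjusted over the list alone, of 23 S-phase genes 15, or 19, of 27 G2/M genes 17, or 24, and of 32 nuclear oxidative phosphorylation genes 11, or 13. These lists passed with the preset correlation and not with an estimated one (adjusted p = 0.214, adjusted p = 0.175, adjusted p = 0.434 and adjusted p = 0.385 with an estimated correlation). The same held for the mitochondrially encoded genes (4 of 13 rose, or 6 and 1 fell over the list alone), the TGF-beta and SMAD targets (1 of 10 rose, or 5) and the YAP/TAZ targets (3 of 12 rose, or 4), with adjusted p = 0.601, adjusted p = 0.261 and adjusted p = 0.298 with an estimated correlation.

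EIF2B2 and EIF2S1 encode subunits of translation initiation factors that act in the integrated stress response. Both genes fell, by 1.92 (SE 0.22) and 1.11 (SE 0.13), and genes driven by ATF4 rose. With EIF2S1 guides 9 of 13 ATF4 stress-response genes rose, or 10 adjusted over the list alone (mean 0.67, adjusted p = 2.4e-10 with an estimated correlation), led by ASNS, asparagine synthetase (1.19), and PSAT1 (1.18). With EIF2B2 guides 8 of 13 rose, or 10 (mean 0.52, adjusted p = 1.8e-07), led by DDIT3, the stress factor CHOP (1.61), and SLC3A2, a chain of amino acid transporters (0.78). NFE2L2 encodes the antioxidant regulator NRF2, and with its guides 4 of 12 NRF2 targets fell, or 10 over the list alone (mean -0.52, adjusted p = 2.0e-06 with an estimated correlation), among them SLC7A11 (-1.37), TXNRD1 (-0.76) and NQO1 (-0.71).

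UFL1, the ligase that attaches UFM1, fell by 1.88 (SE 0.24), and its guides raised 81 genes and lowered 15. SLC3A2 rose 2.07-fold (log2 1.05, SE 0.09), TMEM39A 1.90-fold, LCE2A 1.79-fold, the exonuclease gene ISG20 1.75-fold and SRPRB, a signal recognition particle receptor subunit, 1.63-fold. HTRA3 fell by 1.23 (SE 0.28), FAM53C by 0.65, RBM12 by 0.63, KIAA0586 by 0.55 and HSPG2, the proteoglycan perlecan, by 0.49. Its ATF4, mitochondrially encoded and ribosomal protein lists were lost (adjusted p = 0.507, adjusted p = 0.434 and adjusted p = 0.733 with an estimated correlation). TGFBR1 fell by 1.92 (SE 0.30) and 34 other genes changed. MGAT4A, a glycosyltransferase, rose 2.49-fold, SERPINB2, a serine protease inhibitor, 2.25-fold, KAT6A 2.05-fold, the collagenase MMP1 1.88-fold and SLCO4A1 1.82-fold. SERPINB7 fell by 1.18 (SE 0.28), AMTN by 1.17 (SE 0.21), the gelatinase MMP2 by 1.00 (SE 0.11), AMIGO2 by 0.69 (SE 0.16) and IGFBP7 by 0.67 (SE 0.09). Of 9 TGF-beta and SMAD targets 2 fell (adjusted p = 0.298 with an estimated correlation), and THBD rose by 0.45 in the flow-response list (adjusted p = 0.248). Its NRF2, proteasome, mitochondrially encoded and endoplasmic reticulum lists were lost too (adjusted p = 0.423, adjusted p = 0.411, adjusted p = 0.518 and adjusted p = 0.518 with an estimated correlation).

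Over 50 targets in Eahy926, 988 pairs of target and gene passed, 364 higher and 624 lower, RUVBL2 held 73.1% of them, and 7 targets changed at least 10 genes. Of 2 sets of control guides treated as targets in Eahy926, 1 gave 5 genes that passed (1 higher, 4 lower) and the other gave none. With size factors 495 were higher and 427 lower. With no lane block 89 passed and 1 target changed at least 10 genes, and with the DESeq2 Wald test 455 passed. Of 193 list calls (62 higher, 131 lower), 4 held with an estimated correlation, of which 3 are described here.

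The effects of the same 50-gene guides were compared between the lines by an interaction term. The TeloHAEC side has 1 lane, which is assumed to vary like the Eahy926 lanes. PROCR fell further in Eahy926 with its guides (-2.52) than in TeloHAEC (-1.16), a difference of 1.36 (adjusted p = 4.1e-08), the only 1 of 48 own genes to differ. CYB5B, a cytochrome of the mitochondrial outer membrane, rose with TGFBR1 guides in TeloHAEC (1.25) and stood at -0.09 in Eahy926, a difference of 1.35 (SE 0.19). SLC3A2 rose with UFL1 guides in Eahy926 (1.05) and stood at -0.46 in TeloHAEC, a difference of -1.50 (SE 0.25). With TGFBR1 guides MGAT4A rose in Eahy926 (1.32) and stood at -0.60 in TeloHAEC (difference -1.93, SE 0.33). MT2A, a metallothionein, stood at 0.00 in Eahy926 and fell by 0.82 in TeloHAEC, and SPOCK1 fell by 0.33 and 1.39 (differences -0.82, SE 0.13, and -1.06, SE 0.18). TMEM158 with NFKB1 guides was higher in TeloHAEC (1.61 against 0.07, SE of the difference 0.20), and 1 of the 3 guides gave 264 of its 283 counts there. The mitochondrial transcripts MT-CYB, MT-ND4, MT-ND3 and MT-CO2 were lower with RUVBL2 guides in TeloHAEC by differences of -0.78, -0.74, -0.74 and -0.69.

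Of 391769 pairs tested, 147 differed between the lines, most of them with RUVBL2 guides, of which 99 were lower in TeloHAEC. With size factors 20 differed, and the adjusted p of the 4 mitochondrial transcripts rose to between 0.14 and 0.29. The other 6 named differences passed with both scalings. RUVBL2 guides had 50 droplets and 141098 UMIs in TeloHAEC.

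Without guides against genes, the lines differed in single epithelial, endothelial, lipid and cell cycle genes. The epithelial genes differed in both directions, and no tested list passed with an estimated correlation, a test that few lists could pass with 5 lanes. KRT7, a keratin of simple epithelia, averaged 1012 CPM (SD 48.3, n = 2 lanes) in Eahy926 and 5.06 (SD 0.96, n = 3 lanes) in TeloHAEC, a 192-fold difference. KRT19, another keratin, averaged 447 CPM (SD 362) in TeloHAEC with no count in Eahy926, at least 1136-fold higher over the group. PRDX2, a peroxidase, was at least 832-fold, IGFBP5 at least 788-fold, PRSS2 at least 447-fold, TCF15 at least 436.5-fold, FAM107A at least 378-fold, MIR217HG at least 358-fold and NES, an intermediate filament gene, at least 303-fold higher in TeloHAEC. PCSK5, a proprotein convertase, had 1 count in Eahy926 (ratio 3609, counting interval 845 to 185900) and BST2, an interferon-induced membrane protein, had 3 (ratio 985.5, interval 381 to 5393). CPA4, PLCB4 and RAB34 had no count in TeloHAEC and were at least 1429-fold, 1209-fold and 765-fold higher in Eahy926. UCHL1, a ubiquitin hydrolase, was 103.1-fold, LINC01116 87.6-fold, EFEMP1 71.7-fold, the WNT inhibitor DKK1 49.95-fold, NRG1 48.8-fold and SFTA1P 44.2-fold higher in Eahy926.

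Of 20 endothelial markers 16 were higher in TeloHAEC and 2 in Eahy926 (17 and 2 adjusted over the list alone), among them PECAM1 (log2 difference 2.37), CDH5, the cadherin of endothelial junctions (2.24), and the VEGF receptor KDR (6.29), while ENG (-0.80) and ECSCR (-0.75) were higher in Eahy926. Of 21 sterol synthesis genes 20 were higher in TeloHAEC (mean log2 difference 2.97), as were 16 of 25 extracellular matrix genes, 11 of 16 hypoxia genes and 5 of 7 Notch and arterial genes. All 25 G2/M genes and all 19 S-phase genes were higher in Eahy926 (mean log2 differences -2.47 and -2.87), as were 17 of 25 proteasome genes and 7 of 16 immediate-early and heat-shock genes. Except for the endothelial markers, these counts were the same adjusted over the list alone. None of these 9 lists passed with an estimated correlation, the smallest values being adjusted p = 0.157 for G2/M and adjusted p = 0.185 for S-phase genes, and 2 had an unadjusted p under 0.05 by camera. That test also takes its residual degrees of freedom from the 5 lanes, so few lists could pass it. For the G2/M genes the estimated correlation was 0.024, near the preset 0.01, so correlation between genes alone does not account for their loss. Of 4 measured epithelial markers KRT8 (-1.53) and KRT7 were higher in Eahy926, KRT19 in TeloHAEC, and KRT18 did not differ past the test (-0.00, adjusted p = 0.988). Of smooth muscle markers MYL9 was higher in TeloHAEC, SMTN in Eahy926 (-1.44), and ACTA2 did not pass (0.62, adjusted p = 0.119). The blood cell marker CD68 (-1.85) and the BMP targets ID1 (-3.34) and ID3 (-1.82) were higher in Eahy926.

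**Figure D3:**
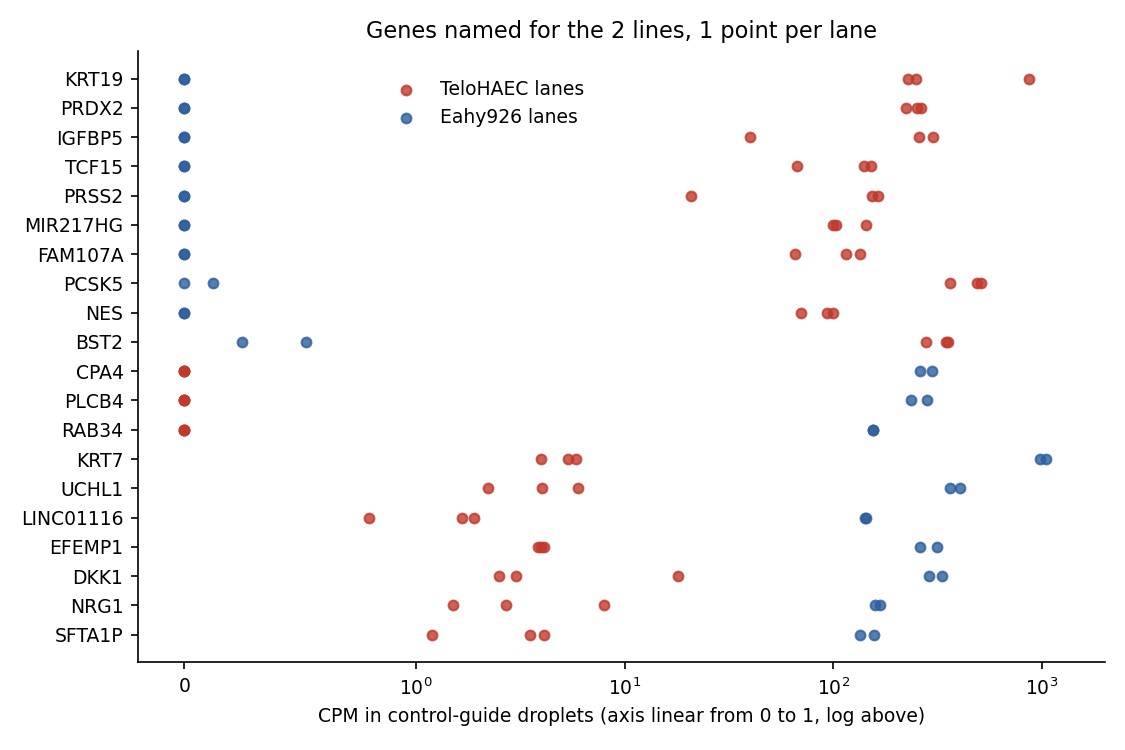
CPM in control-guide droplets (x axis, linear from 0 to 1 and log above) of the genes named for each line, 1 point per lane, with 3 TeloHAEC and 2 Eahy926 lanes. KRT7 lies at 977.6 and 1046 CPM in the Eahy926 lanes and at 4.0 to 5.8 in the TeloHAEC lanes.

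Of 8013 genes 4617 differed between the lines by the edgeR test, 2488 higher in TeloHAEC and 2129 higher in Eahy926. In 4600 of them the lanes did not overlap. These genes were selected for differing between the same lanes, so this count is not separate evidence. The chance of no overlap with 3 lanes against 2, 20%, holds for unselected genes only. Without the Eahy926 lane of 150000 cells 2872 differed, and with no CPM filter 8013 of 20162. The lines also differ in medium and, for the 200-gene lanes, in library, so that line and culture cannot be told apart here.

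Loading of 150000 against 16000 Eahy926 cells per lane was compared to see what is lost with overloading. Among 26 own genes with at least 10 expected counts in both lanes, the median remaining level was 33.6% at 16000 and 39.8% at 150000. It was lower at 16000 for 20 of the 26, and for 18 of the 26 the level at 150000 lay inside the counting interval at 16000. With 1 lane per loading no test was possible. Median genes per droplet were 3883 at 16000 and 2698 at 150000, a ratio of 1.44. Thinned to 2000 UMIs per droplet, the medians were 1007 and 1009, a ratio of 0.998, with 82 and 1260 shallower droplets left out.

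Effects of a target were correlated across genes between lanes that share no control droplets. Genes are not independent replicates, so these values describe the lanes. Between the 200-gene lanes the Pearson correlation was 0.319 for CDKN1A and 0.310 for EGFL7, and the median over 269 targets was 0.0074, against 0.0032 for pairs of different targets. For 36 of the 269 the correlation lay above the 95th percentile of different targets. Between the Eahy926 lanes the median was 0.042 against 0.012, and 18 of 50 targets lay above that percentile. Between the 50-gene and 200-gene libraries in TeloHAEC 5 of 37 targets did, between the lines with the 50-gene library 9 of 50, and between TeloHAEC with the 200-gene library and Eahy926 2 of 35. Different targets could also give similar effects. Across lanes the mean correlation of CDKN1A with EGFL7 effects was 0.219.

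The authors' deposited table of log2 changes and p-values for the 200-gene library was compared with these results. Over 295 targets and 14327 genes, 3410 pairs lay under an adjusted p of 0.05 in the authors' deposited table, 2403 higher and 1007 lower. EGFL7 had 478 pairs in the authors' deposited table, CDKN1A 445, ITGB1BP1 73, TGFBR1 61 and KRIT1 46. Both sources called 1979 pairs, all with the same sign, and all 2910 pairs called here had that sign in the authors' deposited table. Of 242 own genes, 131 fell and 1, EGFL7, rose (1.18) in the authors' deposited table. The sizes of the drops differed. Over 221 own genes in both sources, the median log2 change was -0.529 in the authors' deposited table and -1.407 here. The Pearson correlation of these changes was 0.352 and the Spearman correlation 0.557, and the cause was not tested.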

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

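The tests of the neighbouring genes, of the EGFL7 level per guide and of size factors for the RUVBL2 differences were chosen only after the result was seen.

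Effects of the same guides differed between the lines for 147 pairs of target and gene by the interaction term, which drew attention to them. The differences in log2 effect, TeloHAEC minus Eahy926, were 1.54 for TMEM158 with NFKB1 guides, 1.35 for CYB5B with TGFBR1 guides, -0.82 for MT2A, -1.06 for SPOCK1 and -1.93 for MGAT4A with TGFBR1 guides, and -1.50 for SLC3A2 with UFL1 guides. With RUVBL2 guides they were -0.78 for MT-CYB, -0.74 for MT-ND4, -0.74 for MT-ND3 and -0.69 for MT-CO2. PROCR with its own guides differed by 1.36. CYB5B stood at 214%, 289% and 247% of control with the 3 TGFBR1 guides in TeloHAEC, and at 94.7%, 91.7% and 105.2% in Eahy926. TMEM158 stood at 604% with 1 NFKB1 guide in TeloHAEC and at 44.2% and 44.4% with the others. A further signal came from guide-capture counts in the Eahy926 lane at 150000 cells, which no comparison used. The top captured guide had the called target in 89.6% of 21599 droplets with 1 called guide and at least 10 capture UMIs (exact binomial 95% interval 89.2 to 90.0). For 3 of the 168 guides under 10% of droplets had the called target on top, and whether their capture features or their calls are exchanged is not given in the sources used here, which bears on the share of 89.6%.

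EGFL7 and its neighbour AGPAT2 rose in droplets with guides meant to repress EGFL7. A single guide or a clone that carries it is argued against, since 6 of 7 guides with at least 20 expected counts gave EGFL7 levels above control by their counting intervals. An effect over the whole neighbourhood is argued against by size, since ENTR1 (0.33, SE 0.42), PMPCA (-0.38, SE 0.37), SEC16A (0.23, SE 0.36) and NOTCH1 (0.35, SE 0.25) lie far below AGPAT2 (3.44, SE 0.23), and 0 of these passed by edgeR, with 0 at an unadjusted p under 0.05. An effect of guides on the adjacent gene stays open. Of 208 adjacent genes of other targets, 25 (12.02%, 95% interval 7.93 to 17.2) had an unadjusted p under 0.05, against 6.004% of all genes, so guides may act on the next gene, with 10 higher and 15 lower. No biological explanation was tested.

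With EGFL7 guides CDKN1A fell and G2/M genes rose. A single guide or a clone that carries it was weighed by the number of guides with CDKN1A below control. Of 5 guides with at least 20 expected counts, 4 gave CDKN1A below control, and this count falls between the bounds written before it was seen. By their counting intervals 3 lay below, at 56.9%, 55.4% and 53.1% of control. These 3 argue against a single guide or clone for the fall of CDKN1A, while G2/M genes were not split by guide. Less miR-126, which EGFL7 hosts, may play a part, but 8 of 13 listed targets were measured, with a median change of 0.13 at percentile 91.67 of random lists. That lies under the bound written before, but the targets are too few to decide. Guides that the calls missed in these droplets are not weighed here, so this pattern stays open.

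Most differences between the lines were with RUVBL2 guides, 99 of them lower in TeloHAEC. Low depth of the TeloHAEC sums alone is argued against, since Eahy926 counts thinned to that depth gave 0 pairs by edgeR, with 459 at an unadjusted p under 0.05. Scaling may account for most of it, since with size factors 2 pairs passed and the median difference of all genes moved from -0.37 to -0.06. A difference between the lines in the response to RUVBL2 loss stays open and was not tested further.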

How the results depend on the processing

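Size-factor scaling of the lists in Eahy926 (189 calls) and at baseline (9 calls) was chosen after seeing the data, and all other tests here were planned. In TeloHAEC with the 200-gene library 132 own genes fell, and 25 of 43 tested fell with at least 50 droplets, where fewer targets are tested. The 2910 pairs became 1872 with that minimum, 714 with the DESeq2 Wald test and 1546 with adjustment over all pairs together. Apart from these, 13 sets of control guides drawn as targets gave 3 pairs in all. The 25 targets with at least 10 changed genes became 7, 7 with DESeq2 and 43 with each target fitted alone. In Eahy926 the 988 pairs became 89 with no replicate block and 455 with DESeq2, and the 7 targets with at least 10 genes became 1 and 3. With no replicate block the 200-gene pairs were 2220. Line differences in effects fell from 147 to 20 with size factors. Baseline differences rose from 4617 to 8013 with no CPM filter, where more genes are tested, and ran from 2872 (without the Eahy926 lane of 150000 cells) to 6148 without 1 lane each. List calls went from 785 to 88 with an estimated correlation and 425 with size factors in TeloHAEC, from 193 to 4 with an estimated correlation in Eahy926, and from 9 to 0 at baseline, where 2 had an unadjusted p under 0.05 by camera. At baseline that test rests on 5 lanes, so few lists could pass it. The ratio of genes per droplet went from 1.44 to 0.998 when thinned, and pairs in the authors' deposited table from 3410 to 2206 at 0.01. Except where stated, the cause was not tested. BCAR1 turned to 0.097 and PRKCE to 0.051 with size factors, and BCAR1 to 0.069 and SPRED1 with EGFL7 guides to -0.022 with safe-targeting guides only, none past the threshold (the cause was not tested). For named genes, 601 of 723 values in TeloHAEC kept direction and side of the threshold and 118 lost the call, in Eahy926 213 of 270 and 56, for line differences 18 of 22 and 4, and at baseline 180 of 180. Leaving out 1 lane makes the lone lane assumed to vary like the others. Droplets with 1 to 3 guides were not run for the 50-gene lanes, whose calls list no guide for droplets with several.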

Other observations

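Apart from the test of genes near their target, no test here was chosen only after the result was seen. CTNNA1, PIK3R1 and PDPK1 and the droplet shares below were picked after their values were seen.

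Guides against further genes of the cerebral cavernous malformation complex and of endothelial junctions raised the mean of the flow-response list in TeloHAEC, with few members past the test singly. With guides against ITGB1BP1, a partner of KRIT1, 2 of 9 members rose, or 3 adjusted over the list alone (mean 0.45, adjusted p = 4.7e-04 with an estimated correlation), THBD at 0.99 and KLF2 at 0.94. With guides against HEG1, the receptor that binds KRIT1, 1 member rose, or 3 over the list alone (mean 0.38, adjusted p = 4.7e-04), and with CCM2 guides 1, or 2 (mean 0.34, adjusted p = 3.1e-03). With guides against the junction cadherin CDH5 1 rose, or 3 (mean 0.26, adjusted p = 3.1e-03), and with guides against the catenin CTNNA1 none passed over all genes by edgeR and 4 rose over the list alone (mean 0.19, adjusted p = 9.0e-03). The own genes ITGB1BP1 (-0.40, SE 0.32), HEG1 (-0.99, SE 0.45) and CCM2 (-0.67, SE 0.41) did not pass the test for a drop, while CDH5 fell by 1.19 (SE 0.17). Effects of KRIT1, CCM2, HEG1, ITGB1BP1, RAP1B and RASIP1, the 6 targets in the list of this complex and its partners, correlated across lanes with a mean of 0.030 over 15 pairs, at percentile 99.97 of 10000 random sets of targets.

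Lists of a pathway also moved with guides against genes that act in it. With NFE2L2 guides 2 of 11 NRF2 targets fell in TeloHAEC, or 6 adjusted over the list alone (mean -0.43, adjusted p = 1.0e-03 with an estimated correlation), while NFE2L2 itself did not pass the test for a drop (-0.52, SE 0.32). With guides against ARNT, the partner of the hypoxia-inducible factors, 2 of 16 hypoxia genes fell (mean -0.32, adjusted p = 0.029). PIK3R1, a regulatory subunit of PI3 kinase, changed 70 genes, and 5 of 21 sterol synthesis genes fell, or 11 over the list alone (mean -0.66, adjusted p = 0.024), among them MSMO1 (-0.95), SQLE (-0.87) and HMGCS1 (-0.72). PDPK1, a kinase downstream of PI3 kinase, raised 2 of 13 tip-cell and VEGF-response genes, or 3 with 1 lower over the list alone (mean 0.49, adjusted p = 2.9e-08).

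Droplets per guide relative to control guides (log2) were 1.24 and 1.17 for CDKN1A in the 200-gene lanes and 0.48 and 0.35 for EGFL7. For RPL23A, a ribosomal protein gene, they were -4.04 and -2.32, and for RUVBL2 -2.49 in TeloHAEC and -0.31 in Eahy926 at 150000 cells with the 50-gene library. The median target also lay above control guides, at 1.18 and 1.14 times their droplets per guide in the 200-gene lanes. With the 50-gene library it lay at 1.32 times in Eahy926 at 150000 cells and 1.19 times in TeloHAEC. Low shares rest on few droplets, the fewest per target being 2 and 4 in the 200-gene lanes. No sample measures the guides at the start. These shares correlated between the 200-gene lanes (Pearson 0.837 over 295 targets), between the Eahy926 lanes (0.882) and less between the lines (0.595). Among genes near their target, NRGN passed with ESAM guides (1.08) and SRSF3 with CDKN1A guides (0.50).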
